# Phenotyping data coupled with RNA sequencing of apple genotypes exhibiting contrasted quantitative trait loci architecture for apple scab (*Venturia inaequalis*) resistance

**DOI:** 10.1016/j.dib.2024.110778

**Published:** 2024-07-31

**Authors:** Juliette Bénéjam, Julie Ferreira de Carvalho, Elisa Ravon, Christelle Heintz, Matthieu Gaucher, Charles-Eric Durel, Marie-Noëlle Brisset, Laure Perchepied

**Keywords:** *Malus domestica*, QTL, Transcriptomic, Genetic resistance mechanisms, Biotic interactions

## Abstract

Previous studies have highlighted the role of three quantitative trait loci (QTL, i.e. ‘qT1’, ‘qF11’ and ‘qF17’) in partial resistance to apple scab. Underlying molecular mechanisms of these loci are yet unknown. Exploring differential gene expression between apple genotypes carrying contrasting combinations of these QTLs could depict original candidate genes and pathways implicated. We therefore carried out RNA sequencing just before and five days after inoculation of the pathogenic fungi *Venturia inaequalis*, in sixteen genotypes from a pseudo-F1 progeny segregating for resistant or susceptible alleles of the three QTLs. The current dataset includes i) transcriptomic profile description, ii) analysis of differentially expressed genes related to none or combined QTLs, infected or not with *Venturia inaequalis* and iii) disease phenotyping of the same genetic materials. The raw data files have been deposited in the Gene Expression Omnibus (GEO) repository with the accession number GSE250309. These outputs represent the first step towards elucidating the genetic basis of quantitative apple scab resistance. In the long term, this data set will improve apple breeding strategies on how to combine qualitative (used so far) and quantitative resistances to apple scab, with the aim of diversifying selective pressures on the pathogen.

Specifications Table

**Table:** 

Subject	Plant Science: Plant Microbe Interaction
Specific subject area	Transcriptomics and genetic resistance to biotic stress
Type of data	Tables and figures Raw phenotypic data (.csv), filtered raw reads (fastq), analysed RNA-seq data files (raw_counts.sf), table (xls) and figures
Data collection	Data were obtained from young potted apple trees composed of scions carrying four contrasted QTL architecture for apple scab resistance, grafted on the rootstock MM106 and artificially inoculated with *Venturia inaequalis*. Phenotypic data were obtained by scoring the disease progression 14-, 21- and 28-days post inoculation (dpi). Total RNA was extracted from leaves collected at 0 and 5 dpi. RNA sequencing was performed by Genome Quebec (Canada, https://genomequebec.com/), using the Illumina NovaSeq 6000 S4 PE100 technology to generate 100 bp pair-end sequencing. The Area Under the Disease-Progress Curve or AUDPC was calculated over the three scoring dates. Processing of RNA-seq data included (1) raw reads filtering, (2) paired-reads mapping onto the *Malus domestica* GDDH13 reference transcriptome [1], and (3) bioinformatic analysis for differential gene expression.
Data source location	Institution: Research Institute for Horticulture and Seeds (IRHS), University of Angers, Institut Agro, INRAE City/Town/Region: 49071 Beaucouzé Country: France Latitude and longitude for collected samples/data: Not available
Data accessibility	*The raw and processed RNA-seq data were deposited at the Gene Expression Omnibus (GEO) database with the accession number GSE250309. Phenotypic data are included in this article.* *Repository name: Gene Expression Omnibus (GEO) database* *Data identification number: Accession number GSE250309* *Direct URL to data:*https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE250309
Related research article	[2] *J. Bénéjam, E. Ravon, M. Gaucher, M.-N. Brisset, C.-E. Durel,* L. *Perchepied, Acibenzolar-S-Methyl and resistance Quantitative Trait Loci complement each other to control apple scab and fire blight, Plant Dis. 105 (2021) 1702–1710.*https://doi.org/10.1094/PDIS-07-20-1439-RE.

## 1 Value of the Data

• These data contribute to the understanding of the molecular basis of quantitative apple scab resistances.
• Knowing the molecular mechanisms underlying QTLs can assist further research in the field of breeding by pyramiding sources of resistance that act differently, in order to improve resistance sustainability.
• Our transcriptomic dataset can be used for identifying novel genes and pathways involved in apple response to *Venturia inaequalis.*

## 2 Background

The three QTLs for resistance against apple scab were previously identified in different studies ([[3], [4], [5], [6], [7]]). Located on LG (Linkage Group) 1 of the apple hybrid TN10-8 (QTL ‘qT1’) and on LG11 and LG17 of the apple cultivar Fiesta (QTLs ‘qF11’ and ‘qF17’, respectively), their genetic positions were recently refined [2] thanks to a F1 progeny of a cross between TN10-8 and Fiesta (‘TxF progeny’) described in [8]. ‘qT1’ co-localized with the *Rvi6* (*Vf*) gene at position 43.03 cM of the genetic map corresponding to the CH-Vf1 simple sequence repeat marker, tightly associated to that R-gene [9]. ‘qT1’ is thus a potential allele or paralog of *Rvi6* with quantitative resistance effect while ‘qF11’ and ‘qF17’ could instead be involved in a signaling or downstream defense pathway ([2,7]). To further understand the molecular mechanisms underlying these QTLs, we designed an experiment to generate phenotypic and RNA-seq data from four classes of genotypes of the ‘TxF progeny’ carrying either: 1) no resistance QTL alleles among ‘qT1’, ‘qF11’ and ‘qF17’ (referred after as ‘NoScabQTL’), 2) a resistance allele at ‘qT1’ only (‘qT1’), 3) resistance alleles at both ‘qF11’ and ‘qF17’ (‘qF11qF17’) and 4) resistance alleles at the three QTLs (‘qT1qF11qF17’).

## 3 Data Description

The comparison of symptom development between the four classes of QTL after artificial inoculation by *V. inaequalis* can be visualized in Fig. 1, with the Area Under the Disease-Progress Curve (AUDPC) calculated over the three scoring dates (Fig. 1A) and an illustration of the disease and resistance symptoms recorded (Fig. 1B). The Supplemental Table 1 contains the AUDPC values for each genotype representing the four classes of QTL.

**Fig. 1:**
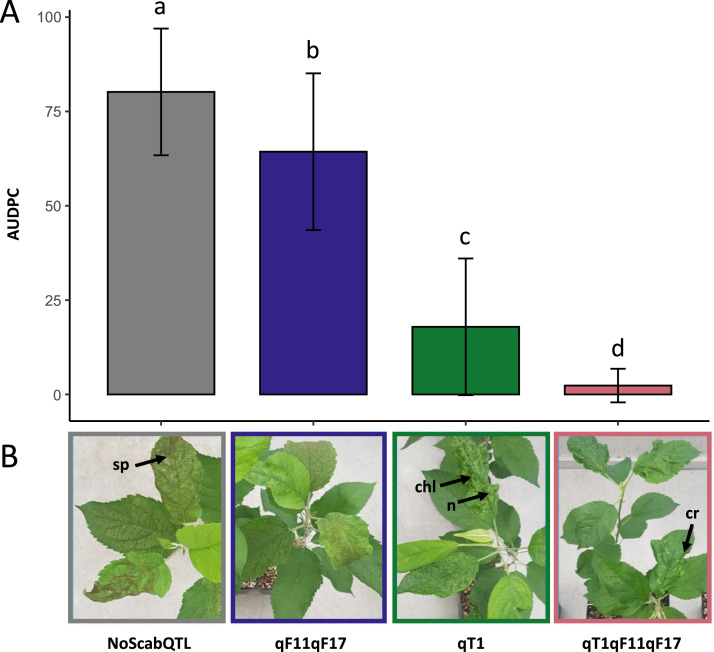
Comparison of symptoms between classes of QTL after *V. inaequalis* inoculation. A) AUDPC of leaf scab severity (% sporulating lesions). Letters indicate groups showing significant differences according to HSD test. B) Representative disease (sporulating lesions (sp)) or resistance (crispation of leaf (cr), chlorosis (chl) and necrosis (n)) symptoms for each class of genotypes, 28 days after inoculation.

Transcriptomic data for each class of QTL just before (0 dpi) and 5 days (5 dpi) after inoculation were obtained by RNA sequencing using an Illumina NovaSeq 6000 S4 PE100 platform. 

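The data consist of 16 libraries, with 2 biological replicates, A and B, for each of the 4 classes of QTL at 0 dpi and at 5 dpi. Each library was made from equal amounts of leaf RNA of the 4 genotypes of a class, so that the spread between replicates is a spread between pools, and the spread between the genotypes of a class was not measured. The authors mapped the reads with Salmon on the transcriptional units of GDDH13 v1.1. Salmon divides a read that matches several units among them, and the deposited values are therefore estimated counts that need not be whole. These counts were rounded to whole numbers here and analysed with edgeR's quasi-likelihood test in a fit over all 16 libraries, after TMM normalization. A filter on low counts, with a minimum count of 10, left 33992 units, called genes hereafter. Genes were called DEGs at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. These are the thresholds that the methods of the paper state for DESeq2. With 2 libraries per group, the spread was estimated over all 8 groups, with 8 residual degrees of freedom. The files list the units by their GDDH13 identifiers and do not pair them with gene names. The isolate named in the paper is EU-B04, whereas the sample labels name EU-B04 for replicate A and EU-B05 for replicate B at 5 dpi in all 4 classes. The labels also name water as the treatment at 0 dpi, which the paper places just before inoculation. The libraries were grouped as the paper describes them.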

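The estimated counts of a library summed to between 25437284 and 35306634, with a median of 31909441.5. A library had a count for between 37257 and 38168 of the units, and between 31.0 and 33.8% of the units had a count that was not whole, at no tolerance. Replicates A and B of a group correlated across genes, which are not independent replicates, with Pearson's r of log2 CPM from 0.968 in qT1qF11qF17 at 5 dpi to 0.989 in qT1qF11qF17 at 0 dpi. In all 8 groups the replicates differed by more than the sampling noise of the counts, with a chi-square per degree of freedom of 4.95 in the closest pair and 47.2 in the most distant, so that A and B of no group were copies of each other.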

Output reads ranged from 29.3 to 41 million bases per sample and mapping rates from 85.7 % to 87.2 % (Table 1). The original sequencing datasets have been deposited in the Gene Expression Omnibus (GEO) with the accession number GSE250309.

**Table 1:** Results of sequencing and mapping.

RNA sample	Class of QTL	Sampling day (dpi)	Replicate	Total bases (Mb)	Mapping rate (%)
1	NoScabQTL	0	1	41.03	86.04
2	NoScabQTL	0	2	33.88	85.89
3	qT1	0	1	38.10	85.80
4	qT1	0	2	40.37	85.94
5	qF11qF17	0	1	39.29	87.12
6	qF11qF17	0	2	38.79	86.29
7	qT1qF11qF17	0	1	31.50	86.34
8	qT1qF11qF17	0	2	36.93	87.17
9	NoScabQTL	5	1	38.68	86.96
10	NoScabQTL	5	2	29.70	86.22
11	qT1	5	1	36.55	85.74
12	qT1	5	2	33.68	86.31
13	qF11qF17	5	1	36.56	86.52
14	qF11qF17	5	2	29.33	86.72
15	qT1qF11qF17	5	1	35.60	86.29
16	qT1qF11qF17	5	2	38.10	85.91

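All libraries at 5 dpi came from inoculated plants, and none from plants kept without the fungus. DEGs between 0 and 5 dpi, called DEGs of infection after the paper, can thus also reflect time, growth and the humid incubation. In NoScabQTL 2329 of the 33992 genes were such DEGs, with 1249 higher and 1080 lower at 5 dpi. In qT1 there were 2336 DEGs, of which 1836 were higher and 500 lower. In qF11qF17 there were 180, of which 68 were higher and 112 lower, and in qT1qF11qF17 there were 2558, of which 1816 were higher and 742 lower. At an unadjusted p under 0.05 and without a minimum fold change, 9795, 8571, 5400 and 9290 genes passed edgeR's test. DESeq2 called 2606, 2826, 565 and 3272 DEGs, among them 2195, 2243, 175 and 2470 of those called by edgeR, and with DESeq2 52.2% of the DEGs of qF11qF17 were higher. Among the settings that keep all libraries of a comparison, the largest single move was to 5 DEGs in qT1qF11qF17, in a fit on the compared groups only, which gave 15 in qF11qF17, 3042 in NoScabQTL and 3482 in qT1. Every count moved by more than 1.5 times when any of the 4 libraries behind it was left out, with the lone library of its group assumed to vary like the other groups. Leaving out 0 dpi A, 0 dpi B, 5 dpi A or 5 dpi B in turn gave 696, 1155, 685 and 1069 DEGs in NoScabQTL. In qT1 there were 91 higher and 116 lower without 0 dpi A, and 507, 749 and 664 DEGs without the others. The same order gave 19, 7, 1198 and 20 DEGs in qF11qF17 and 42, 137, 6549 and 262 in qT1qF11qF17. The larger direction changed in 3 of these 16 fits, in qT1 without 0 dpi A, in qF11qF17 without 5 dpi A (738 higher, 460 lower) and in qT1qF11qF17 without 0 dpi A (9 higher, 33 lower), and in qF11qF17 without 5 dpi B 10 were higher and 10 lower.

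**Figure D1:**
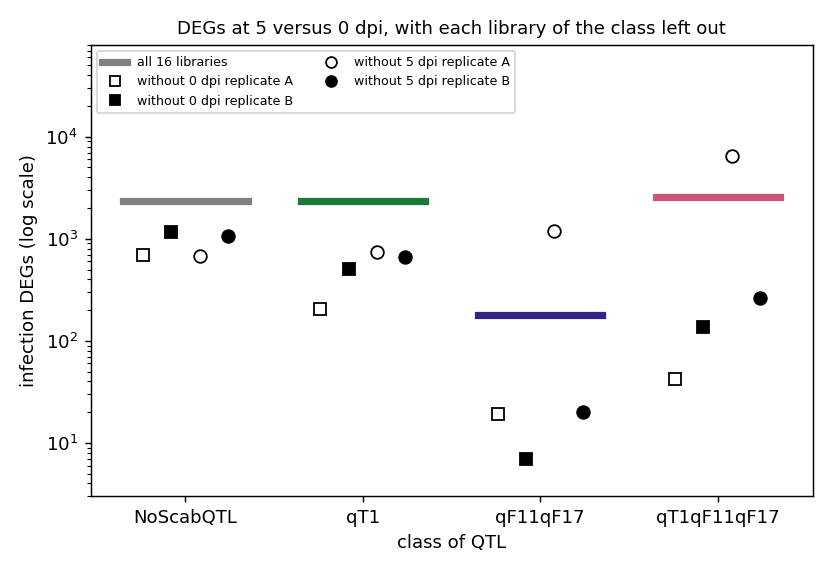
Number of DEGs between 5 and 0 dpi in each class of QTL, on a log scale, from all 16 libraries (bars) and with each library of the class left out (squares for 0 dpi, circles for 5 dpi, open for replicate A and filled for replicate B).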

Differentially expressed genes (DEGs) related to infection (5 versus 0 dpi) in each class of QTL are illustrated in Fig. 2. Volcano plots display the logFC (log2 fold change) against the −log_10_ P value for each class of QTL. 

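The median log2 fold change of the genes called higher at 5 dpi was 0.84 in NoScabQTL, 1.81 in qT1, 0.95 in qF11qF17 and 1.68 in qT1qF11qF17, whereas the median of the genes called lower lay between -0.81 and -0.90 in all 4 classes. The dashed lines of the volcano plots stand at a log2 fold change of 1.5 in either direction, and with this limit in place of 1.5-fold 257, 1147, 28 and 1113 DEGs were left in these classes. In a principal component analysis of the log2 CPM values, PC1 held 40.5% of the variance and ran from 0 to 5 dpi. All libraries at 0 dpi lay between -71.9 and -15.5 on PC1. At 5 dpi replicates A and B lay at 104.1 and 99.9 in qT1, at 20.4 and 103.9 in qT1qF11qF17, at -3.99 and 46.7 in NoScabQTL, and at -28.1 and 9.03 in qF11qF17.

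**Figure D2:**
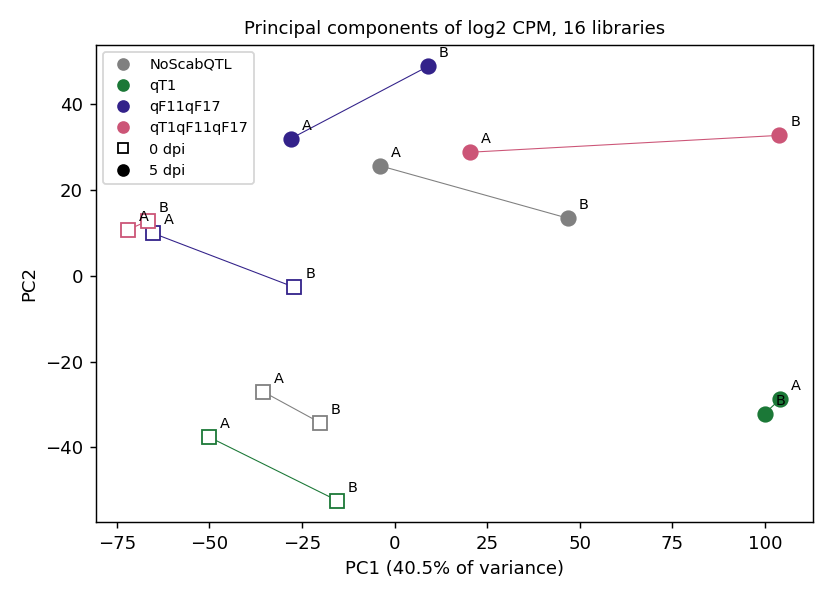
PC1 and PC2 of the log2 CPM values of the 16 libraries, with the class of QTL as colour, squares for 0 dpi, circles for 5 dpi, and a line joining replicates A and B of a group.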

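Of the 46 genes that were lower at 5 dpi in all 4 classes, the pair with the largest mean fall is given here, by identifier. MD06G1201600 went from 22.2 ± 22.5 CPM (SD, n = 2) at 0 dpi to 3.26 ± 0.0404 at 5 dpi in NoScabQTL, from 43.3 ± 41.2 to 2.25 ± 0.375 in qT1, from 38.4 ± 18.1 to 1.93 ± 0.207 in qF11qF17 and from 21.0 ± 4.64 to 2.91 ± 0.296 in qT1qF11qF17. Its log2 fold changes were -2.76 (standard error 0.815, adjusted p = 0.0447 from edgeR), -4.27 (0.861, 0.0131), -4.31 (0.874, 0.0492) and -2.85 (0.820, 0.0472) in these classes. The calls were lost in 14 of 16 fits without 1 library. In NoScabQTL the adjusted p rose to 0.492 without 0 dpi B, where the log2 fold change was -0.95, to 0.199 without 5 dpi A and to 0.187 without 5 dpi B. In qT1 it rose to 0.0824, 0.0940 and 0.0793 without the same libraries of that class. Without 0 dpi A, 0 dpi B, 5 dpi A and 5 dpi B it was 0.0989, 0.284, 0.0692 and 0.359 in qF11qF17 and 0.160, 0.169, 0.0873 and 0.243 in qT1qF11qF17. MD06G1134100 fell from 8.36 ± 2.36 to 0.299 ± 0.0889 CPM in NoScabQTL, a log2 fold change of -4.75 (standard error 0.520, adjusted p = 0.000835 from edgeR). The other classes had -2.61 (0.422, 0.00602) in qT1, -2.87 (0.443, 0.0168) in qF11qF17 and -2.57 (0.440, 0.00908) in qT1qF11qF17. For MD06G1134100 the calls in NoScabQTL and qT1 held without any 1 library. In qF11qF17 the adjusted p rose to 0.0937 without 0 dpi A, 0.0984 without 0 dpi B and 0.179 without 5 dpi B, and in qT1qF11qF17 to 0.0758 without 0 dpi B and 0.0744 without 5 dpi B.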

Scatterplots and Venn diagrams compare the DEGs between classes of genotypes two by two.

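Of the DEGs of infection, 540 were shared with the same direction by NoScabQTL and qT1, 122 by NoScabQTL and qF11qF17, 703 by NoScabQTL and qT1qF11qF17, 99 by qT1 and qF11qF17, 1440 by qT1 and qT1qF11qF17, and 82 by qF11qF17 and qT1qF11qF17. The 1180 genes higher in both qT1 and qT1qF11qF17 were 64.3% of those higher in qT1 and 65.0% of those higher in qT1qF11qF17, where independent lists of these sizes would share 98.1. Across genes, Pearson's r of the log2 fold changes was 0.77 for qT1 and qT1qF11qF17 (Spearman's rho 0.66) and between 0.32 and 0.43 for the other pairs (rho 0.32 to 0.52). Leaving out 1 library moved a shared count by more than 1.5 times in 47 of 48 cases. For qT1 and qT1qF11qF17 the count then lay between 37, without qT1qF11qF17 0 dpi A, and 2832, without qT1qF11qF17 5 dpi A.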

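The difference in the response between classes was tested directly. With edgeR and no term for the replicate letter, 0 genes passed for qT1 against NoScabQTL, for qF11qF17 against NoScabQTL, for qT1qF11qF17 against NoScabQTL and for qT1qF11qF17 against qT1, where the smallest adjusted p values were 0.0569, 0.0628, 0.210 and 0.150. At an unadjusted p under 0.05 there were 5468, 2241, 4866 and 1062 genes. These were 16.1, 6.59, 14.3 and 3.12% of the tested genes, where about 5% would pass without any difference. DESeq2 called 690, 30, 277 and 5 genes in the same tests. EdgeR without the filter on low counts called 20 for qT1 against NoScabQTL. With the replicate letter in the model, which the labels tie to an isolate at 5 dpi, edgeR called 407, 0, 1 and 0 genes. The 407 were 329 higher and 78 lower. On the compared groups only it called 656, 2, 0 and 2, so that the 0 depends on the settings. Without qT1qF11qF17 5 dpi A, edgeR called 1640 genes for qT1qF11qF17 against NoScabQTL, and without qF11qF17 5 dpi A it called 33 for qF11qF17 against NoScabQTL. In simulated counts with 200 changed genes, the test of qT1 against NoScabQTL recovered 87% of 4-fold and 20.5% of 2-fold differences with edgeR. DESeq2 recovered 93.5 and 49.5%. The genes tested numbered 33478 and 33480 with edgeR and 33992 with DESeq2. The changed genes were drawn only from those above a minimum mean count, and each gene had 1 dispersion in all groups. Recovery is therefore not known for genes of low counts or for groups whose replicates lay further apart. The genes called without a simulated change numbered 14 and 5 with edgeR and 52 and 35 with DESeq2.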

**Fig. 2:**
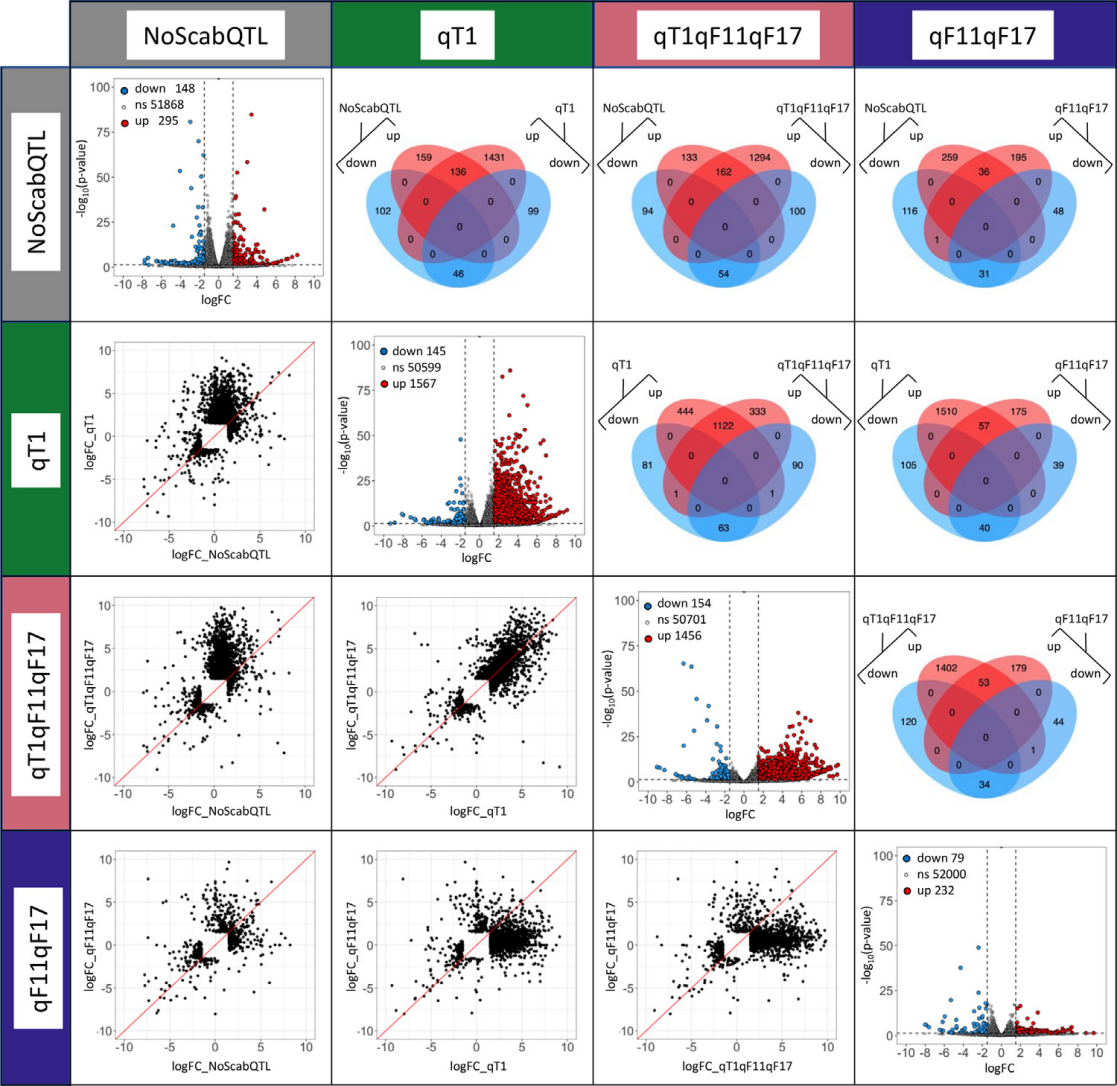
DEGs related to infection by *V. inaequalis* in each class of QTL. On the diagonal: volcano plots (5 dpi vs. 0), on the left of the diagonal: scatterplots of each class of QTL plotted against each other, on the right of the diagonal: Venn diagrams of specific and common DEGs between classes of QTL.

DEGs related to the presence of QTLs (‘qX’ versus ‘NoScabQTL’) at each sampling timepoint are illustrated in Fig. 3. 

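At 0 dpi, 384 genes differed between qT1 and NoScabQTL, with 161 higher and 223 lower in qT1. In qF11qF17 there were 294 such DEGs, 128 higher and 166 lower, and in qT1qF11qF17 there were 544, 253 higher and 291 lower. At 5 dpi the counts were 845 in qT1 (593 higher, 252 lower), 583 in qF11qF17 (178 higher, 405 lower) and 266 in qT1qF11qF17 (136 higher, 130 lower). An unadjusted p under 0.05 was found for 5890, 5059 and 7023 genes at 0 dpi and for 6648, 6281 and 4143 at 5 dpi. The tool of the paper gave more DEGs, 716, 528 and 955 at 0 dpi and 1476, 1192 and 484 at 5 dpi. The largest move came from fitting the compared groups only, which gave 1872 DEGs in qT1qF11qF17 at 0 dpi and 6 at 5 dpi. The sample labels tie the replicate letter to an isolate at 5 dpi. With the letter in the model, edgeR gave 1933 DEGs in qT1 (1564 higher, 369 lower) at that day. It then gave 633 in qF11qF17 and 424 in qT1qF11qF17 (266 higher, 158 lower). At 0 dpi the same model gave 396, 276 and 601 DEGs. With 1 library left out, the count moved by more than 1.5 times in 22 of 24 cases, the exceptions being qF11qF17 at 5 dpi without its replicate A (489, of which 320 higher and 169 lower) and qT1qF11qF17 at 5 dpi without its replicate B (345, of which 150 higher and 195 lower). In the order NoScabQTL A, NoScabQTL B, replicate A and replicate B of the class, the counts at 0 dpi were 47, 75, 37 and 83 for qT1, 46, 94, 47 and 90 for qF11qF17, and 93, 161, 90 and 102 for qT1qF11qF17. At 5 dpi they were 35, 359, 166 and 97 for qT1, 88, 134, 489 and 276 for qF11qF17, and 77, 103, 936 and 345 for qT1qF11qF17. The larger direction changed in 8 of the 24 fits. Besides the exceptions above, higher and lower were 21 and 16 in qT1 at 0 dpi without its A, 27 and 19, 32 and 15, and 56 and 34 in qF11qF17 at 0 dpi without NoScabQTL A, its A and its B, 49 and 41 in qT1qF11qF17 at 0 dpi without its A, and 35 and 42 in the same class at 5 dpi without NoScabQTL A.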

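The paper places qT1 on linkage group 1, qF11 on linkage group 11 and qF17 on linkage group 17. The digits after MD in an identifier were assumed to give the chromosome, which no source used here states, and 1138 of the tested genes (3.35%) carry 00, taken as unplaced. In qT1 at 0 dpi, 50 of the 384 DEGs lay on chromosome 1, which is 13.0% of the DEGs against 4.51% of the tested genes (odds ratio 3.24, two-sided Fisher's exact p = 1.99e-11). In qF11qF17 at 0 dpi, 103 of the 294 DEGs lay on chromosomes 11 and 17, or 35.0% against 11.5% (odds ratio 4.23, Fisher's exact p = 2.24e-26). At 5 dpi the shares were 91 of 845 DEGs on chromosome 1 in qT1 (odds ratio 2.65, Fisher's exact p = 2.31e-14) and 136 of 583 on chromosomes 11 and 17 in qF11qF17 (odds ratio 2.39, Fisher's exact p = 6.1e-16). Genes of 1 chromosome are inherited together and are not independent, so that these p values describe the lists. Of the DEGs on these chromosomes, 28 were higher and 22 lower in qT1 at 0 dpi, and 54 and 49 in qF11qF17, and at 5 dpi 61 were higher and 30 lower in qT1 and 59 and 77 in qF11qF17. Over 6 comparisons and 17 chromosomes, 102 tests in all were adjusted by Benjamini-Hochberg. DEGs were enriched in 12 of 12 tests of a chromosome with a QTL of the class and in 6 of 90 other tests. Some of the other tests found a depletion, as on chromosome 6 in qF11qF17 (odds ratio 0.070) and chromosome 5 in qT1qF11qF17 (0.27) at 0 dpi. Chromosome 11 at 0 dpi had an odds ratio of 1.83 in qT1, which lacks qF11, 1.77 in qT1qF11qF17 and 3.41 in qF11qF17. The DEGs were thus uneven over other chromosomes as well. With 1 library left out, the odds ratios on the chromosomes of the QTLs at 0 dpi lay between 3.73 and 5.88 for qT1 and between 4.81 and 10.5 for qF11qF17. At 5 dpi they lay between 2.55 and 6.33 for qT1 and between 2.11 and 4.48 for qF11qF17.

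**Figure D3:**
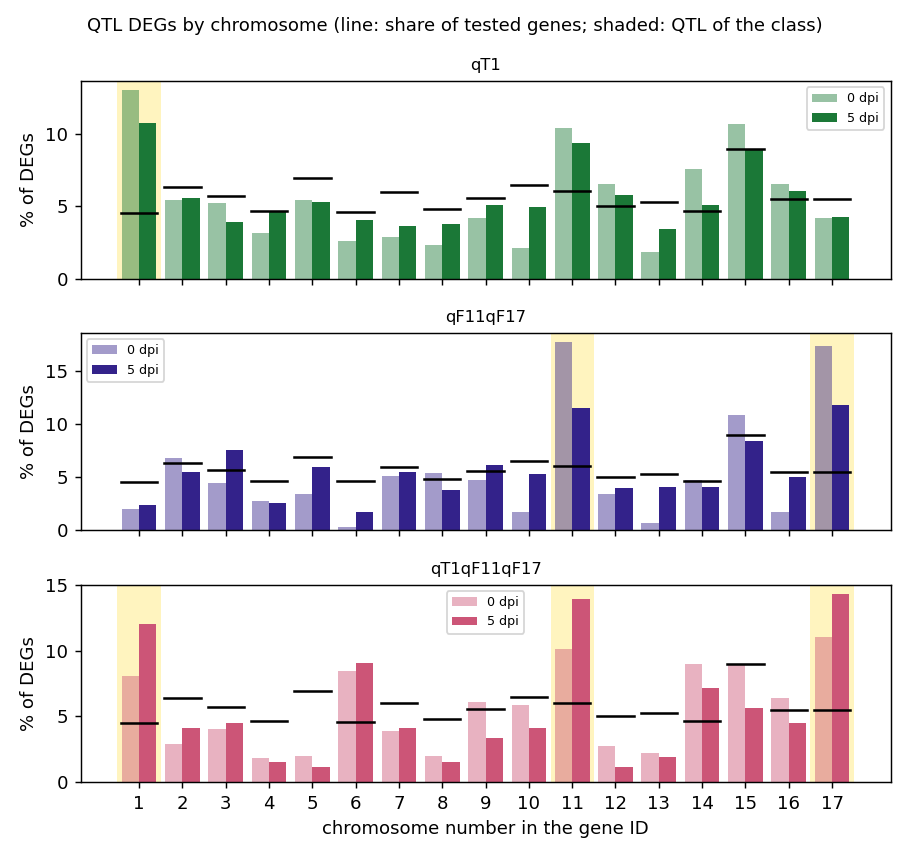
Share of the DEGs of each class against NoScabQTL, in percent, by the chromosome number in the gene identifier, at 0 dpi (light bars) and 5 dpi (dark bars), with the share of the tested genes as black lines and the chromosomes of the QTLs of the class shaded.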

Venn diagrams are used to draw common and specific up- or down-regulated DEGs in the three classes of genotypes carrying one QTL at least (Fig.3A and B). 

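At 0 dpi, 111 DEGs were shared with the same direction by qT1 and qT1qF11qF17, 68 higher and 43 lower, and 146 by qF11qF17 and qT1qF11qF17, 82 higher and 64 lower. At 5 dpi the first pair shared 91, 71 higher and 20 lower, and the second 115, 72 higher and 43 lower. All these comparisons use the same NoScabQTL libraries, which alone makes fold changes resemble each other. In 20 simulations of unchanged classes against shared controls, at most 1 DEG was shared by a pair, and Pearson's r across genes averaged 0.50. The observed r was 0.44 for qT1 and 0.55 for qF11qF17 at 0 dpi, and 0.64 and 0.37 at 5 dpi. A shared count moved by more than 1.5 times in 20 of 24 cases when 1 library was left out, and its lowest values were 10 and 32 at 0 dpi without NoScabQTL 0 dpi A, and 15 and 30 at 5 dpi without NoScabQTL 5 dpi A. The highest were 34 without qT1 0 dpi B and 64 without qF11qF17 0 dpi B at 0 dpi, and 404 without qT1qF11qF17 5 dpi A and 212 without qT1qF11qF17 5 dpi B at 5 dpi.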

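Genes that went with a QTL at both sampling days are given by identifier, and for each the adjusted p is from edgeR against NoScabQTL. Of the 13 genes higher in qT1 and qT1qF11qF17 at both days and not called in qF11qF17, MD01G1189900 rose most. It had 0 counts in all 4 NoScabQTL libraries and 41.5 ± 2.91 CPM (SD, n = 2) in qT1 at 0 dpi, which is at least 866-fold higher, taking 3 counts over the 2 control libraries as the limit that a count of 0 allows (adjusted p = 5.9e-06). At 5 dpi qT1 had 42.8 ± 3.24 CPM, at least 833-fold higher (adjusted p = 6.31e-06), and qT1qF11qF17 had 45.0 ± 1.47 and 46.6 ± 8.50 CPM at 0 and 5 dpi, at least 940-fold and 907-fold higher. In qF11qF17 it had 0 counts at 0 dpi and at most 2.219 counts in a library at 5 dpi. These limits cover counting error only. MD15G1315200, of the 2 genes lower in the same classes, had 7.36 ± 1.07 and 7.00 ± 0.300 CPM in NoScabQTL at 0 and 5 dpi and 5.38 ± 0.129 and 3.69 ± 1.06 in qF11qF17, where it was not called (log2 fold changes -0.45 and -0.92, standard errors 0.241 and 0.247, adjusted p = 0.417 and 0.0785). Its log2 fold changes were -1.26 (standard error 0.248, adjusted p = 0.0336) and -1.70 (0.256, 0.00887) in qT1, and -2.84 (0.276, 0.000389) and -2.15 (0.263, 0.00203) in qT1qF11qF17. The call in qT1 at 0 dpi was lost without NoScabQTL 0 dpi A (adjusted p = 0.280), NoScabQTL 0 dpi B (0.0895), qT1 0 dpi A (0.197) or qT1 0 dpi B (0.176), and at 5 dpi without NoScabQTL 5 dpi A (0.0754) or qT1 5 dpi B (0.0707). Of the 25 genes higher in qF11qF17 and qT1qF11qF17 at both days and not called in qT1, MD11G1026100 rose most. NoScabQTL had 2 counts of it at 0 dpi and 1 at 5 dpi. The 41.0 ± 1.36 CPM in qF11qF17 at 0 dpi were a ratio of 1284 to the control, with a 95% counting interval of 355 to 10607 (adjusted p = 2.97e-06), and the 30.0 ± 11.1 CPM at 5 dpi a ratio of 1799, with an interval of 322 to 71094 (adjusted p = 5.95e-06). In qT1qF11qF17 the ratios were 1213 (335 to 10022) and 1864 (334 to 73671). The 1 control count at 5 dpi was in NoScabQTL B. With 1 library left out, the log2 fold change at 5 dpi lay between 9.44 and 12.9 in qF11qF17, against 10.5 with all. In qT1qF11qF17 it lay between 9.52 and 13.0, against 10.6. In the same classes 18 genes were lower at both days and not lower in qT1, and 16 genes met the rule for named genes. MD17G1104200 was the lowest of these 16. It had 24.9 ± 0.151 CPM in NoScabQTL at 0 dpi and 0 counts in qF11qF17 and qT1qF11qF17, at least 563-fold and 494-fold lower (adjusted p = 0.000628 and 0.000442). At 5 dpi its log2 fold changes were -5.98 (standard error 0.581, adjusted p = 0.00106) and -8.34 (0.726, 0.000554), from 1 and 24.177 counts in qF11qF17 A and B and 5 and 0 in qT1qF11qF17 A and B. The former was -4.95 without A and a ratio of 883 (95% counting interval 158 to 34891) below the control without B, and the latter -7.36 without B and at least 286-fold lower without A. The calls of MD01G1189900, MD11G1026100 and MD17G1104200 held without any 1 library. Their counts were not whole, at a tolerance of 0.01, in 9, 8 and 9 of the 16 libraries, so that part of their reads was divided with similar units and the levels are uncertain.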

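Over the 6 comparisons with NoScabQTL of the same day, 1964 genes were DEGs. By the classes in which they were higher or lower, 1792 of them were set in 10 groups, while 173 called in the same direction in qT1 and qF11qF17 were left out for that direction, 1 of them being grouped by the other direction, and log2 fold changes of the 1792 against NoScabQTL at 0 dpi were taken in the 7 other groups of libraries. The 536 genes higher in qT1 alone had a median of 0.17 in qT1 at 0 dpi and 1.49 at 5 dpi. In qT1qF11qF17 the same genes stood at -0.23 at 0 dpi and 0.68 at 5 dpi. The 60 genes higher in both qT1 and qT1qF11qF17 differed at both days, with medians of 1.11 and 1.32 in qT1 and 1.15 and 1.45 in qT1qF11qF17, against 0.28 and 0.55 in qF11qF17 and 0.12 in NoScabQTL at 5 dpi. The 55 genes higher in both qF11qF17 and qT1qF11qF17 had 1.52 and 1.72 in qF11qF17 and 1.56 and 1.50 in qT1qF11qF17, against 0.14 and 0.08 in qT1. The genes were called in the same libraries from which these medians were taken, so that the medians describe the groups and carry no test. The median of 1.49 ranged from 0.86, without NoScabQTL 5 dpi A, to 1.73, without qT1qF11qF17 5 dpi B, as the list of genes changed with the library left out.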

A heatmap was generated based on logFC values of these DEGs (except those common between ‘qT1’ and ‘qF11F17’) between each class of genotypes at 0 or 5 dpi and ‘NoScabQTL’ at 0 dpi (Fig. 3C).

**Fig. 3:**
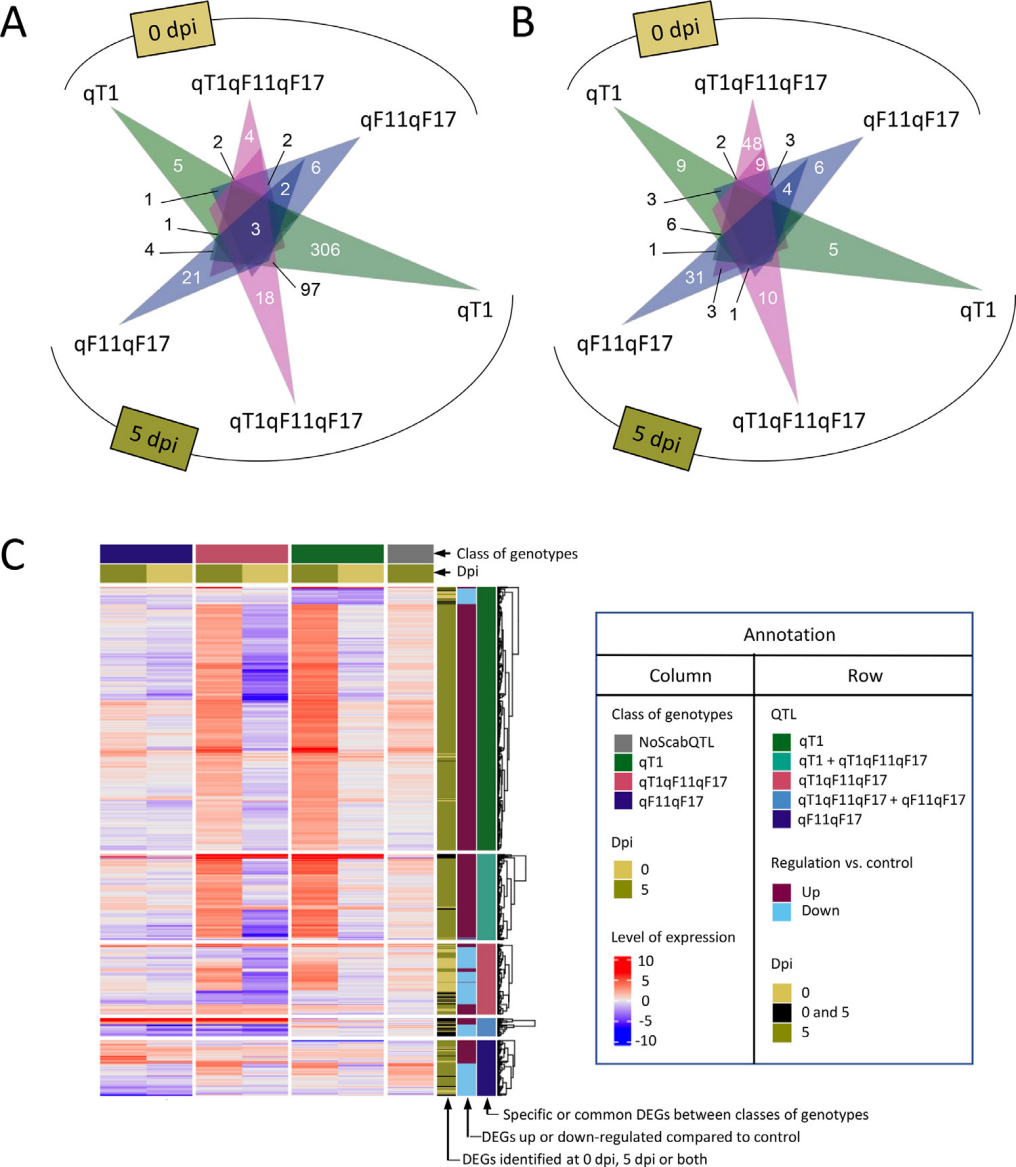
DEGs related to the presence of QTLs. A and B) Venn diagrams illustrating the overlap among differentially up- (A) or down-regulated (B) genes due to the presence of QTLs, when comparing each sampling time-point to ‘NoScabQTL’. C) Heatmap generated with the logFC values in each class of QTL at each sampling time-point vs. ‘NoScabQTL’ at 0 dpi and split by columns according to the presence of QTL and by rows according to the Venn results.

## 4 Experimental Design, Materials and Methods

### 4.1 Plant material, growth conditions and inoculation

Each of the four contrasting classes of QTL was composed of four genotypes: F025, F138, F193 and F233 for the control class; F064, F117, F207 and F244 for the ‘qT1’ class; F135, F139, F171 and F336 for the ‘qF11qF17’ class; F072, F073, F081 and F259 for the ‘qT1qF11qF17’ class (adapted from [8]). Scions were collected from a conservatory orchard located at the Institut National de Recherche pour l'Agriculture, l'Alimentation et l'Environnement (INRAE, Angers, France) and grafted on MM106 rootstock (up to ten replicates per genotype). Young trees were grown in randomized blocks in greenhouse at INRAE Angers (France) under semi-controlled growing conditions (23 °C day/20 °C night, humidity 40 to 80 %, and artificial light to complement natural light). The inoculation was performed on actively growing shoots using the reference isolate ‘EU-B04’ of *V. inaequalis* (Origin: Belgium, host: Golden Delicious) previously described in [11] and [12]. Monoconidial suspension was prepared from diseased dry leaves at a concentration of 2.5 × 10^5^ conidia.ml^−1^ and sprayed on the young trees, transiently incubated 2 days at 17 °C under a plastic sheet to maintain a high humidity according to the conditions described by Caffier et al. [10].

### 4.2 Phenotypic assessment and data analysis

The percentage of leaf surface exhibiting sporulating lesions was scored at 14-, 21- and 28-days post-inoculation using the ordinal scale (0 to 7 from [13]) described in [3]. After filtering raw file for mistakes and missing data, the AUDPC over the three scoring dates was calculated. An ANOVA was applied using the package ‘aov’ of R software [14] to evaluate the effect of the classes of QTL and to compare the AUDPC variation between each class. The Tukey post-hoc test was performed using the package ‘HSD.test’. A boxplot was produced using the packages ‘ggpubr’ and ‘rstatix’ to summarise the results.

### 4.3 Leaf sampling RNA extraction/sequencing and transcriptomic analysis

Half of the two youngest leaves per plant were collected from two replicates of each genotype at each sampling time point, pooled, directly frozen in liquid nitrogen and stored at −80 °C. The same sampling procedure was performed on two other replicates of each genotype at each sampling time point in order to get a second biological replicate per genotype and sampling time point. Leaf samples were ground in liquid nitrogen and total RNA extractions were performed using the kit Nucleospin® RNA Plant (Macherey-Nagel GmbH & Co., Düren, Germany). For each biological replicate and sampling time point, same amounts of RNA from the four genotypes per class of QTL were pooled in order to get a total of 16 RNA samples. RNA quality and concentration were checked using a Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Libraries were generated using the Illumina mRNA Stranded protocol and sequenced with the Illumina NovaSeq 6000 S4 PE100 reads technology (Génome Québec, Canada). The sequenced reads were mapped on the reference transcriptional units from GDDH13 v1.1 using Salmon software [15]. Transcript levels were calculated in CPM and DEGs were defined as exhibiting at least 1.5-fold change in transcript abundance and statistical levels of *p* < 0.05 relative to a control, using DESeq2, including a Benjamini–Hochberg procedure to control the false discovery rate (FDR) [16]. Venn diagrams were drawn according to Bardou et al. (2014) [17] and volcano-, scatter- and heatmap-plots generated using ggplot2 and ComplexHeatmap R package (https://cran.r-project.org/package=ggrepel, [18,19]).

## Limitations

None.

## Ethics Statement

The authors have read and followed the ethical requirements for publication in Data in Brief and confirm that the current work does not involve human subjects, animal experiments, or any data collected from social media platforms.

## CRediT Author Statement

**Bénéjam Juliette:** Data curation, Roles/Writing - original draft. **Ferreira de Carvalho Julie:** Writing - original draft/review/editing. **Ravon Elisa:** Data curation. **Heintz Christelle:** Data curation. **Gaucher Matthieu:** Methodology. **Durel Charles-Eric:** Conceptualization (phenotypic data), Funding acquisition, Writing - review & editing. **Brisset Marie-Noëlle:** Conceptualization, Formal analysis, Funding acquisition, Writing - original draft/review/editing. **Perchepied Laure:** Conceptualization, Data curation, Formal analysis, Writing - original draft/review/editing.

## Data Availability

Modulation of apple leaf transcriptome by QTLs and infection by Venturia inaequalis (Original data) (Gene Expression Omnibus).

# Supplementary material for: Phenotyping data coupled with RNA sequencing of apple genotypes exhibiting contrasted quantitative trait loci architecture for apple scab (Venturia inaequalis) resistance
**Source:** Data Brief. 2024 Jul 31;56:110778. doi: 10.1016/j.dib.2024.110778
**Supplement:** Supplementary file 1

**Appendix. Supplementary materials**

**Supplemental Table 1**.  

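The table holds an AUDPC value, higher with more disease, for 130 plants of 12 genotypes, with 5 to 14 values per genotype, each taken as 1 plant, and no value for 4 genotypes, 1 in each class. The paper gives up to 10 replicates per genotype, while 7 genotypes have more values, so that it is open whether each value is a separate plant. The mean AUDPC was 80.2 ± 16.8 (SD, n = 34 plants) in NoScabQTL, 64.3 ± 20.8 (n = 29) in qF11qF17, 17.9 ± 18.1 (n = 34) in qT1 and 2.35 ± 4.45 (n = 33) in qT1qF11qF17. The difference of 15.8 between NoScabQTL and qF11qF17 had p = 0.00116 in a two-sided permutation test on plants, and the other 5 pairs of classes reached 2e-05, the smallest p that the permutations can give (2.4e-05 after Benjamini-Hochberg adjustment over 6 pairs). Plants of a genotype are grafts of the same scion, and the means of the genotypes are the stricter unit. These ranged from 74.9 to 84.4 in NoScabQTL, 52.6 to 73.5 in qF11qF17, 9.54 to 30.2 in qT1 and 0.462 to 4.67 in qT1qF11qF17, without overlap between classes. With 3 genotypes per class, each pair had an exact permutation p of 0.1, the smallest that 3 against 3 allow.

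**Figure D4:**
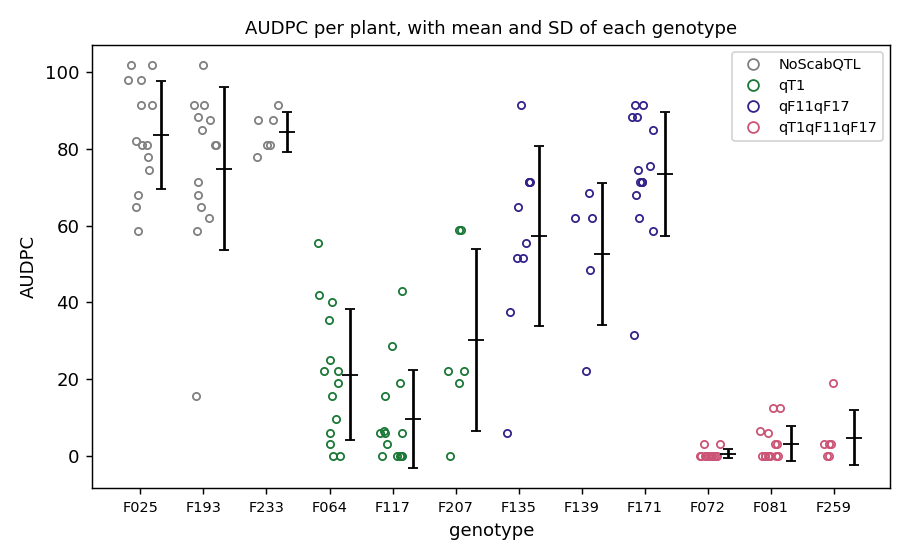
AUDPC of each plant (points) by genotype, with the mean and SD of the genotype (black bars) and the class of QTL as colour.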

AUDPC values and classification of the genotypes according to the different classes.

How the deposited data were processed for this re-analysis (not part of the article)

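RNA of apple leaves of 4 classes of QTL, sampled at 0 and 5 dpi in 2 replicates, gave 16 libraries. The authors deposited for each library the output of Salmon on the transcriptional units of GDDH13 v1.1, with an estimated count, a TPM value and lengths for each of 52311 units. The version of Salmon and its settings are not given in the sources used here. The estimated counts that the authors deposited were rounded to whole numbers and used for all tests. TPM values were not used, and the effective lengths entered only an alternative. The counts were taken as divided by Salmon, so that a unit with a near-identical copy, or one that overlaps another on the same strand, has an uncertain level. The paper's libraries were stranded, and whether Salmon was run with the strand is not given in the sources used here.

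Samples were grouped by class of QTL and sampling day as the paper and the sample labels give them. Counts were analysed in R 4.3.3 with edgeR 4.0.16 (functions filterByExpr with a minimum count of 10, TMM factors, glmQLFit and glmQLFTest) in a model with 1 mean for each of the 8 groups and no other covariate. The genes tested held between 99.94 and 99.97% of the counts of a library. The comparisons were 5 against 0 dpi in each class, the difference of this response between classes, and each class with a QTL against NoScabQTL at each day. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. Standard errors were computed as the size of the log2 fold change divided by the square root of the F statistic. Log2 CPM values for plots and correlations used a prior count of 2. Shared DEGs had the same direction in both comparisons, and the number expected is the product of the list lengths divided by the number of genes tested. Enrichment by chromosome used a two-sided Fisher's exact test against all tested genes. AUDPC values from Supplemental Table 1 were compared with permutation tests of 100000 resamples on plants and exact permutation tests on genotype means, in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3.

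The genes named by identifier were fixed by a rule. It took, among genes with a mean of at least 1 CPM whose libraries did not overlap between the groups, (a) the genes higher at 5 dpi in qT1 and qT1qF11qF17 with a called difference from NoScabQTL in both, of which there were 0, (b) of the genes lower at 5 dpi in most classes the pair with the largest mean fall, (c) of the genes called the same way at both days in qT1 and qT1qF11qF17 and not in qF11qF17 the highest and the lowest by mean log2 fold change, and (d) the same for qF11qF17 and qT1qF11qF17 without qT1. The Rvi6 gene that the paper names could not be looked up, as the identifiers were paired with no names.

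The groups, the tests, this rule and the alternatives were chosen before the data were examined, apart from DESeq2 with the replicate letter in the model, edgeR's robust fit and the use of combined settings for shared DEGs and chromosomes, which were added later. The other alternatives were DESeq2 1.42.0, a log2 fold change of at least 1.5, both together, these with an unadjusted p or on the compared groups only, the compared groups only in edgeR, no filter on low counts, RLE factors, effective lengths as offsets, the replicate letter in the model, and each library left out in turn.

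The steps were tested on negative binomial counts simulated with the dispersions and library sizes of the data, the same mean in every group, and 200 genes changed in qT1 at 5 dpi. For the response of qT1, edgeR recovered 97% of 4-fold and 57.5% of 2-fold changes, with 8 and 5 other genes called among 33478 and 33480. DESeq2 recovered 98 and 73%, with 53 and 30 other genes called among 33992. At a depth of 25437284 to 35306634 counts per library, the replicates of every group differed by more than the sampling noise of the counts. The number of libraries per group and the depth were not varied in the simulations, so that their part in the precision was not tested. Gene families and pathways were not tested, as an annotation of these units was not used here. The chromosome of a gene was assumed from its identifier.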

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

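The spread of the plants was examined by a test set before the data were examined, and the count of qT1 plants beside it was chosen only after the result was seen.

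The plant of F259 with the highest AUDPC had a value of 19, where the other plants of this genotype of qT1qF11qF17 had 3, 3, 3, 0 and 0. The gap to the next plant was 0.842 of the range, above the critical value of Dixon's test for 6 plants, 0.625. This was 1 of 5 genotypes tested, each at its highest and its lowest plant, the other 7 having more than 10 plants. At a level of about 5% per test, 1 such gap can arise by chance. Without F259 the comparison of classes stayed the same. The highest AUDPC of the other qT1qF11qF17 plants was 12.5, and 16 of 34 qT1 plants had a value of 19 or more, so that a plant of qT1 under this label would fit, as would an unusually diseased plant of F259. Genotyping the plant at the 3 QTLs would tell these apart.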

How the results depend on the processing

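DESeq2 with the replicate letter in the model, edgeR's robust fit, and the shared infection DEGs and chromosomes under DESeq2 with a log2 limit and an unadjusted p or the compared groups only were chosen only after results had been seen, and all other settings before. Values are given in the order NoScabQTL, qT1, qF11qF17 and qT1qF11qF17 for the response to infection, and in the order qT1, qF11qF17 and qT1qF11qF17 for the presence of QTLs. A count is said to move when it changes by more than 1.5 times. The cause was not tested where a setting moved a count.

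RLE factors in place of TMM and effective lengths as offsets moved none of the counts of DEGs, of shared DEGs or of genes with a different response, and changed the share of higher genes by at most 4.10 percentage points. Without the filter on low counts the DEGs stayed within 1.5 times, while the tests of a different response gave 20 genes for qT1 against NoScabQTL, 3 for qF11qF17 against NoScabQTL and 1 for qT1qF11qF17 against qT1, where there had been 0. With edgeR's robust fit these tests gave 7 genes for qT1 and 2 for qF11qF17 against NoScabQTL. The enrichment of chromosome 1 in qT1 and of chromosomes 11 and 17 in qF11qF17 held under every setting that was run and without any 1 library of these comparisons. It was not rerun for qT1qF11qF17. Of its odds ratios the lowest among the settings was 1.59, for qT1 at 5 dpi under DESeq2 with a log2 limit on the compared groups only, and the largest p with a library left out was 0.00478.

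DESeq2 in place of edgeR moved the infection DEGs of qF11qF17, from 180 to 565, and kept the other classes within 1.5 times. The DEGs shared with qF11qF17 rose with it, to 342 with NoScabQTL, 237 with qT1 and 220 with qT1qF11qF17. Genes with a different response numbered 690 for qT1, 30 for qF11qF17 and 277 for qT1qF11qF17 against NoScabQTL and 5 for qT1qF11qF17 against qT1. For the presence of QTLs DESeq2 gave 716, 528 and 955 DEGs at 0 dpi and 1476, 1192 and 484 at 5 dpi. Those shared with qT1qF11qF17 were 228 for qT1 and 232 for qF11qF17 at 0 dpi, and 215 and 191 at 5 dpi. In simulated counts DESeq2 also called more unchanged genes than edgeR, and part of the added DEGs may be false. In the simulated response of qT1 against NoScabQTL, with 200 genes changed 4-fold, DESeq2 called 187 of these and 52 unchanged genes. False calls can grow in number with the length of a list, and the other comparisons of responses were not simulated. The 52 is therefore no limit by which the 690, 30, 277 and 5 genes can be judged.

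A log2 fold change of at least 1.5 in place of 1.5-fold left 257, 1147, 28 and 1113 infection DEGs. Shared DEGs fell to 77 for NoScabQTL and qT1, 17 for NoScabQTL and qF11qF17, 104 for NoScabQTL and qT1qF11qF17, 17 for qT1 and qF11qF17, 771 for qT1 and qT1qF11qF17, and 15 for qF11qF17 and qT1qF11qF17. The presence of QTLs gave 137, 115 and 187 DEGs at 0 dpi and 419, 214 and 141 at 5 dpi, of which 36 and 59 at 0 dpi and 42 and 60 at 5 dpi were shared by qT1 and by qF11qF17 with qT1qF11qF17.

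With DESeq2 and a log2 fold change of at least 1.5 together there were 215, 1246, 106 and 1349 infection DEGs. The pairs of classes, in the order just given, shared 100, 33, 123, 43, 935 and 32. A different response was called for 127 genes in qT1, 7 in qF11qF17 and 13 in qT1qF11qF17 against NoScabQTL, and for 2 in qT1qF11qF17 against qT1. The presence of QTLs gave 175, 149 and 279 DEGs at 0 dpi and 316 in qF11qF17 at 5 dpi, and at 0 dpi 47 and 73 were shared with qT1qF11qF17. Taking the unadjusted p with this limit gave 578 infection DEGs in NoScabQTL and 501 in qF11qF17, and 489 DEGs of qF11qF17 at 0 dpi, 1422 of qT1 at 5 dpi and 786 of qT1qF11qF17 at 5 dpi against NoScabQTL. NoScabQTL then shared 220 infection DEGs with qT1 and 251 with qT1qF11qF17, and qF11qF17 shared 128 with qT1qF11qF17. Fitting the compared groups only, with DESeq2 and this limit, gave 211, 1358, 59 and 1095 infection DEGs, of which the pairs in the same order shared 106, 33, 105, 41, 811 and 32, and against NoScabQTL 111 DEGs in qT1 and 132 in qF11qF17 at 0 dpi and 241 in qF11qF17 and 147 in qT1qF11qF17 at 5 dpi.

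Fitting the compared groups only with edgeR left 15 infection DEGs in qF11qF17 and 5 in qT1qF11qF17. The pairs of classes then shared 961 (NoScabQTL and qT1), 14 (NoScabQTL and qF11qF17), 5 (NoScabQTL and qT1qF11qF17), 14 (qT1 and qF11qF17), 3 (qT1 and qT1qF11qF17) and 1 (qF11qF17 and qT1qF11qF17). A different response was called for 656 genes in qT1 and 2 in qF11qF17 against NoScabQTL and for 2 in qT1qF11qF17 against qT1. Against NoScabQTL there were 676 DEGs in qT1 and 1872 in qT1qF11qF17 at 0 dpi, and 310 in qF11qF17 and 6 in qT1qF11qF17 at 5 dpi. Shared with qT1qF11qF17 were 285 for qT1 and 224 for qF11qF17 at 0 dpi, and 0 and 3 at 5 dpi.

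The replicate letter was put into the model as a block. The sources do not say that a letter stands for the same plants, tray or day in all groups, the labels tie it to an isolate at 5 dpi only, and the deviations of B from A correlated between 2 groups above 0.1 in 15 of 28 pairs of groups (median 0.11, largest 0.34), so that the letters do not act as paired replicates throughout. With the block, 407 genes had a different response in qT1 and 1 in qT1qF11qF17 against NoScabQTL, and there were 1933 DEGs of qT1 and 424 of qT1qF11qF17 at 5 dpi against NoScabQTL, of which 222 were shared. DESeq2 with the same block gave 567 infection DEGs in qF11qF17. The pairs of classes shared 869 (NoScabQTL and qT1), 358 (NoScabQTL and qF11qF17), 1068 (NoScabQTL and qT1qF11qF17), 268 (qT1 and qF11qF17), 2274 (qT1 and qT1qF11qF17) and 249 (qF11qF17 and qT1qF11qF17). A different response was called for 1164 genes in qT1, 35 in qF11qF17 and 608 in qT1qF11qF17 against NoScabQTL and for 4 in qT1qF11qF17 against qT1. The presence of QTLs gave 672, 524 and 1108 DEGs at 0 dpi and 2054, 1217 and 676 at 5 dpi, of which 219 and 231 at 0 dpi and 394 and 202 at 5 dpi were shared by qT1 and by qF11qF17 with qT1qF11qF17.

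Each library was left out in turn, and the lone library of its group was assumed to vary like the other groups. Infection DEGs lay between 685 (without NoScabQTL 5 dpi A) and 1155 (without NoScabQTL 0 dpi B) in NoScabQTL, 2.1e+02 (91 higher and 116 lower, without qT1 0 dpi A) and 749 (without qT1 5 dpi A) in qT1, 7 (without qF11qF17 0 dpi B) and 1198 (without qF11qF17 5 dpi A) in qF11qF17, and 42 (without qT1qF11qF17 0 dpi A) and 6549 (without qT1qF11qF17 5 dpi A) in qT1qF11qF17. NoScabQTL and qT1 shared 137 (without qT1 0 dpi A) to 229 (without qT1 5 dpi B). NoScabQTL and qF11qF17 shared 5 (without qF11qF17 0 dpi B) to 455 (without qF11qF17 5 dpi A), and NoScabQTL and qT1qF11qF17 37 (without qT1qF11qF17 0 dpi A) to 1512 (without qT1qF11qF17 5 dpi A). The range was 5 to 201 for qT1 and qF11qF17 and 6 to 181 for qF11qF17 and qT1qF11qF17, in each case without qF11qF17 0 dpi B and 5 dpi A, and 37 to 2832 for qT1 and qT1qF11qF17, without qT1qF11qF17 0 dpi A and 5 dpi A. Genes with a different response from NoScabQTL rose from 0 to 33 in qF11qF17 without its 5 dpi A and from 0 to 1640 in qT1qF11qF17 without its 5 dpi A, and the other 30 of 32 fits had 0.

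Against NoScabQTL at 0 dpi the DEGs lay between 37 (without qT1 0 dpi A) and 83 (without qT1 0 dpi B) in qT1, 46 (without NoScabQTL 0 dpi A) and 94 (without NoScabQTL 0 dpi B) in qF11qF17, and 90 (without qT1qF11qF17 0 dpi A) and 161 (without NoScabQTL 0 dpi B) in qT1qF11qF17. At 5 dpi the range was 35 (without NoScabQTL 5 dpi A) to 359 (without NoScabQTL 5 dpi B) in qT1, 88 (without NoScabQTL 5 dpi A) to 489 (without qF11qF17 5 dpi A) in qF11qF17, and 77 (without NoScabQTL 5 dpi A) to 936 (without qT1qF11qF17 5 dpi A) in qT1qF11qF17. Those shared with qT1qF11qF17 numbered 10 (without NoScabQTL 0 dpi A) to 34 (without qT1 0 dpi B) for qT1 and 32 (without NoScabQTL 0 dpi A) to 64 (without qF11qF17 0 dpi B) for qF11qF17 at 0 dpi. At 5 dpi they numbered 15 (without NoScabQTL 5 dpi A) to 404 (without qT1qF11qF17 5 dpi A) for qT1 and 30 (without NoScabQTL 5 dpi A) to 212 (without qT1qF11qF17 5 dpi B) for qF11qF17. A fit without 1 library has 7 residual degrees of freedom and a group of 1, so that a fall in the counts could come from the lost precision alone, whereas the rise to 936 and 6549 without qT1qF11qF17 5 dpi A could not.

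The medians of the heatmap groups depend on the genes called. For the genes higher in qT1 alone, a log2 fold change of at least 1.5 moved the medians to 2.70 in qT1 at 5 dpi and to -0.57 and 1.59 in qT1qF11qF17 at 0 and 5 dpi, and DESeq2 moved them to 1.56 in qT1 at 5 dpi and -0.31 in qT1qF11qF17 at 0 dpi. The genes higher in both qT1 and qT1qF11qF17 had at 5 dpi, with the larger limit, 2.32 in qT1 and 2.55 in qT1qF11qF17, and with DESeq2 1.69 in qT1, 0.34 in qF11qF17 and 1.59 in qT1qF11qF17. The genes higher in both qF11qF17 and qT1qF11qF17 had at 5 dpi 2.88 and 3.26 in these classes with the larger limit, and 1.29 and 1.22 with DESeq2. With a library left out, 109 of 208 medians moved by more than the SD between the libraries of the group and 99 did not. The genes higher in qT1 alone then ranged from -0.46 (without NoScabQTL 5 dpi B) to 0.33 (without NoScabQTL 5 dpi A) in NoScabQTL at 5 dpi, from -0.11 to 0.90 in qT1 at 0 dpi, from 0.86 to 1.73 in qT1 at 5 dpi, from -0.15 to 0.51 and from -0.019 to 0.61 in qF11qF17 at 0 and 5 dpi, and from -0.35 to 0.49 and from 0.43 to 1.07 in qT1qF11qF17 at 0 and 5 dpi. At 5 dpi the genes higher in both qT1 and qT1qF11qF17 ranged from 1.03 to 2.16 in qT1, 0.22 to 0.64 in qF11qF17 and 0.96 to 2.23 in qT1qF11qF17. The genes higher in both qF11qF17 and qT1qF11qF17 ranged from -0.14 to 0.37 in qT1, 0.88 to 2.54 in qF11qF17 and 0.76 to 2.51 in qT1qF11qF17.

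Of the 96 calls of named genes with a library left out, 71 held and 25 did not, 14 for MD06G1201600, 5 for MD06G1134100 and 6 for MD15G1315200. All calls held with DESeq2 and with the replicate block. On genotype means instead of plants, the AUDPC of NoScabQTL was 60.7, 19.8 and 78.2 above that of qT1, qF11qF17 and qT1qF11qF17, that of qT1 differed by -40.9 and 17.5 from qF11qF17 and qT1qF11qF17, and qF11qF17 by 58.4 from qT1qF11qF17, each with an exact p of 0.1. Leaving out any genotype kept the order of the classes.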

Differences from the paper's values

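The settings named here were chosen before the values were compared with the paper, apart from DESeq2 with the replicate letter, edgeR's robust fit and, for the shared counts, DESeq2 with a log2 limit and an unadjusted p or the compared groups only, which were chosen only after the result was seen. Counts of the paper were read by eye from its figures and are given as about.

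Fig. 1A was read by eye for 4 classes, and none of the mean AUDPC values differed from those here.

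In the volcano plots of Fig. 2, 5 of 8 counts read by eye differ by more than 1.5 times from those here. The paper has about 300 higher and about 150 lower DEGs in NoScabQTL where 1249 and 1080 were found, about 150 lower in qT1 against 500, about 230 higher in qF11qF17 against 68, and about 150 lower in qT1qF11qF17 against 742. The methods text gives a minimum of 1.5-fold, while the dashed lines of the plots stand at a log2 fold change of 1.5. DESeq2 with that log2 limit and the unadjusted p left 2 of 8 counts differing and gave 372 higher and 206 lower in NoScabQTL, 194 lower in qT1 and 221 lower in qT1qF11qF17. DESeq2 with the limit and the adjusted p left 5, with 113 lower in qT1qF11qF17. The higher DEGs of qF11qF17 came near only with DESeq2 at 1.5-fold (295) and with DESeq2 and the replicate letter (307), the latter chosen after the value was seen. Leaving out NoScabQTL 0 dpi A or 5 dpi A gave 354 and 388 higher in NoScabQTL, and leaving out qT1 0 dpi A, 0 dpi B, 5 dpi A or 5 dpi B gave 116, 142, 165 and 165 lower in qT1. Which of the paper's DEGs a setting drops was not analysed here.

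In the Venn diagrams of Fig. 2, 9 of 12 shared counts read by eye differ. NoScabQTL and qT1 share about 140 higher and about 46 lower in the paper and 307 and 2.3e+02 here (540 together), NoScabQTL and qF11qF17 about 31 lower against 79, and NoScabQTL and qT1qF11qF17 about 160 higher and about 54 lower against 412 and 291. For qT1 and qF11qF17 there are about 57 higher and about 40 lower against 35 and 64, for qT1 and qT1qF11qF17 about 63 lower against 260, and for qF11qF17 and qT1qF11qF17 about 53 higher against 31. DESeq2 with the log2 limit and the unadjusted p, computed for these counts only after the values were seen, left 2 of 12 differing. In the order above it gave 165 and 55, 39, 192 and 59, 86 and 45, 75 and 91, of which 86 and 91 still differ. Of the other settings with no library left out that were compared for all 12, RLE factors left the fewest differing, 8.

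Other settings came near single counts of Fig. 2. NoScabQTL and qT1 shared 98, 110, 128, 106 and 131 higher without NoScabQTL 0 dpi B, NoScabQTL 5 dpi A, NoScabQTL 5 dpi B, qT1 5 dpi A and qT1 5 dpi B, and 31 lower with DESeq2 and the log2 limit. NoScabQTL and qF11qF17 shared 43, 37 and 37 lower without NoScabQTL 0 dpi B, 5 dpi A and 5 dpi B, and 21 with DESeq2 and the log2 limit on the compared groups only, seen after. NoScabQTL and qT1qF11qF17 shared 128, 122, 133 and 178 higher without NoScabQTL 0 dpi A, 0 dpi B, 5 dpi A and 5 dpi B, and 1.2e+02 higher and 68 lower without qT1qF11qF17 5 dpi B, a fit in which 1 of 6 counts differs. For qT1 and qF11qF17, 55 were higher without the filter on low counts, 42 with the replicate letter and 40 with edgeR's robust fit, the last chosen after the value was seen, and 56 lower with RLE factors and 47, 32, 34 and 33 without qT1 0 dpi A, 0 dpi B, 5 dpi A and 5 dpi B. For qT1 and qT1qF11qF17, 48 were lower with DESeq2 and the log2 limit, and 80, 88, 86 and 65 without qT1 0 dpi A, qT1 0 dpi B, qT1 5 dpi A and qT1qF11qF17 5 dpi B. For qF11qF17 and qT1qF11qF17, 51 were higher without the filter, 38 with the replicate letter and 45 without qT1qF11qF17 5 dpi B.

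In the Venn diagram of Fig. 3A, read by eye, the higher DEGs of a single comparison are about 21 in qF11qF17 at 5 dpi where 64 were found, about 5 in qT1 at 0 dpi against 56, about 6 in qF11qF17 at 0 dpi against 21 and about 4 in qT1qF11qF17 at 0 dpi against 105, while about 97 belong to qT1 and qT1qF11qF17 at 5 dpi together against 16. For qF11qF17 at 5 dpi a log2 fold change of at least 1.5 gave 22, the compared groups only 23, and fits without qT1 0 dpi A, qT1 0 dpi B and qF11qF17 5 dpi B 31, 31 and 22. The shared group at 5 dpi came to 77 with DESeq2 and 121 with the replicate letter. For qF11qF17 at 0 dpi the log2 limit gave 7, DESeq2 with it 9, and the fit without qF11qF17 0 dpi B 7. For qT1qF11qF17 at 0 dpi the fits without NoScabQTL 0 dpi A, qT1qF11qF17 0 dpi A and qT1qF11qF17 0 dpi B gave 5, 5 and 6. No setting that was run brought qT1 at 0 dpi near the paper's count.

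The lower DEGs of a single comparison in Fig. 3B, read by eye, are about 48 in qT1qF11qF17 at 0 dpi against 143 here, about 31 in qF11qF17 at 5 dpi against 262, about 10 in qT1qF11qF17 at 5 dpi against 31, about 9 in qT1 at 0 dpi against 100, about 6 in qF11qF17 at 0 dpi against 52 and about 5 in qT1 at 5 dpi against 121. With a log2 fold change of at least 1.5, qT1qF11qF17 at 0 dpi had 46. In qF11qF17 at 5 dpi, 34 and 38 were left without NoScabQTL 5 dpi A and 5 dpi B. DESeq2 with the log2 limit on the compared groups only gave 13 in qT1qF11qF17 at 5 dpi, and the fit without NoScabQTL 5 dpi B gave 8. Without qF11qF17 0 dpi B, 6 were left in qF11qF17 at 0 dpi. No setting that was run brought the counts of qT1 near those of the paper. Over both diagrams 11 of 13 counts differ, 9 with the log2 limit and 10 with DESeq2 and that limit, and all 13 with DESeq2, that limit and the unadjusted p. The counts of single comparisons were not computed for DESeq2 with the replicate letter or the robust fit.

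Table 1 of the paper gives the sequencing output as bases in Mb, from 29.33 to 41.03. Read as mega-reads and multiplied by the mapping rate, each entry lies within 0.0198% of the summed estimated counts of a library, in 16 of 16 cases. The entries therefore stand for reads or read pairs and not for bases.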

Other observations

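The thinning of libraries, the enrichment of infection DEGs by chromosome, the share of genes near 0 counts, the recurrence at other chromosomes and the marks of the classes were set before the data were examined, and the tests of strain, batch, lost reads and day, and the choices of whole chromosomes for the recurrence, were chosen only after the result was seen.

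Replicate B lay further along PC1, towards 5 dpi, than replicate A in 7 of 8 groups, the exception being qT1 at 5 dpi. The mean shift was 32.6, with an exact sign-flip p of 0.0156. Library size does not account for it, since after thinning all libraries to 25421511 counts 7 groups kept the order and the mean shift was 31.7. The sample labels name another isolate, EU-B05, for B at 5 dpi, and an inoculum that acts faster could give such a shift at 5 dpi. The shift was also present at 0 dpi, before any inoculation, with a mean of 23.4. Its exact sign-flip p there was 0.125, the smallest that 4 groups allow. At 5 dpi the mean was 41.8 with an exact sign-flip p of 0.25, from 83.6 in qT1qF11qF17 to -4.14 in qT1. The strain is thus unlikely to be the only source and is not ruled out as a part of the mean at 5 dpi. A growth or sampling batch shared by the B plants may also lie behind the shift. The deviations of B from A correlated between groups with r from -0.176 to 0.34, which leaves a shared batch open. The sampling hour and tray of each pool, or reads of the fungus typed for strain, would separate these.

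The replicates of qT1qF11qF17 at 5 dpi lay far apart on PC1, at 20.4 and 103.9, and the infection DEGs of this class went from 2558 to 6549 without replicate A. A library of another class under this label was tested with genes that mark the QTLs. The 10 marks of qT1 stood at a median log2 level of 2.35 in replicate A and 2.69 in replicate B relative to NoScabQTL at 0 dpi, and the 23 marks of qF11qF17 at 2.93 and 3.06, which argues against a wrong class. A library of another day is unlikely, as 2796 genes raised at 5 dpi in the other classes had a mean level of 0.276 in replicate A against -0.678 and -0.625 in the libraries of this class at 0 dpi and 1.03 in replicate B. A weaker or later infection of the plants in replicate A would fit these levels, and fungal reads in the raw sequences would be a test of it.

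The DEGs of qT1 and qF11qF17 were concentrated on the chromosomes of their QTLs at both days. More responsive genes on these chromosomes would be a candidate explanation, but 0 of 68 tests found a chromosome enriched for infection DEGs. Reads lost from the haplotype that is carried with a QTL and differs from the reference would lower the genes of that chromosome, whereas 52.4% of the calls on chromosomes 11 and 17 in qF11qF17 at 0 dpi and 43.4% at 5 dpi were higher, and on chromosome 1 in qT1 56% and 67%, so that such a loss is not the whole source. Mapping that differs between haplotypes in either direction could still contribute. Calls with 3 counts or fewer on a side were 4.0% on chromosome 1 in qT1 at 0 dpi and 7.49% on the other chromosomes, and 6.59 against 7.03% at 5 dpi. In qF11qF17 they were 4.85 against 7.33% at 0 dpi and 4.41 against 4.70% at 5 dpi, but smaller mapping differences would not leave counts near 0. A local effect of the alleles on expression and a difference in mapping both follow the haplotype, and mapping the reads to the genomes of TN10-8 and Fiesta would separate them.

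DEGs were also enriched on chromosomes without a QTL of the class in 6 of 90 tests. For qT1 these were chromosome 11 at 0 dpi (odds ratio 1.83, adjusted Fisher's exact p = 0.00295) and 5 dpi (1.63, 0.000729) and chromosome 14 at 0 dpi (1.68, 0.0288). For qT1qF11qF17 they were chromosome 6 at 0 dpi (1.94) and 5 dpi (2.07, 0.00596) and chromosome 14 at 0 dpi (2.05). A class holds 4 genotypes of a progeny, and the pools may by chance differ from NoScabQTL at further loci. Such genes would keep their difference at 5 dpi more often than the others. On the chromosomes enriched at 0 dpi, 59 of 164 calls of that day (36%) recurred at 5 dpi against 141 of 555 (25.4%) on the remaining ones of the same classes. Genes of a chromosome are linked, and over all choices of as many whole chromosomes, without unplaced genes, the exact p was 0.0571. For qT1 (49.3 against 29.4%) it was an exact p of 0.0417 and for qT1qF11qF17 (26.3 against 21.7%) 0.396, so that the question stays open. An effect of a QTL on genes elsewhere would recur as well and was not tested. On the chromosomes of the QTLs 166 of 312 calls (53.2%) recurred. Genome-wide marker data of the 16 genotypes would show whether the pools differ there.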
